A study of Homo sapiens with 2 samples. Its data were reported in "Cytoplasmic m1A reader YTHDF3 inhibits trophoblast invasion by downregulation of m1A-methylated IGF1R" (2020).

How the data were processed

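RNA sequencing had been done on HTR8/SVneo cells, an established human trophoblast line, infected with a lentivirus carrying a control short hairpin RNA (shControl) or one against YTHDF3 (shYTHDF3). There was 1 library per group. Total RNA had been extracted with Trizol, libraries prepared with the Illumina TruSeq RNA kit, and sequencing run on a HiSeq system. The submitters' processing notes named Bowtie 0.12.2 and the hg19 build. The counting program, the annotation release, the use of strand and the filters are not given in the sources used here.

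The authors deposited a table of 478 genes with a value per library, a log2 fold change, a p-value, and the position and length of each gene. The value per library was a signal of scaled reads. The methods of the study name RPKM as the unit, but in the deposited signal columns the values were whole multiples of a single step per library, whatever the gene length. They were therefore treated as read counts that the authors had multiplied by one factor per library. The step was 0.978 in the shYTHDF3 library and 1.02 in the shControl library, a ratio of 1.04. Dividing by the step gave whole reads within a tolerance of 0.05 for 100% of values in both libraries. Values written as a tiny positive number were taken as 0 reads, which held for 55 genes in the shYTHDF3 library and 65 in the shControl library. The design had been written for RPKM, and the same log2 ratio was kept for the scaled reads. The log2 fold change in the deposited table equalled the log2 ratio of the 2 scaled values after a small constant had been added to each, within 0.0027.

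The deposited p-values were not adjusted and every gene had one under 0.05, with a highest value of 0.0495 in the authors' deposited table. The test behind them is not given in the sources used here. With 1 library per group a spread between replicates cannot be estimated, so any p-value rests on an assumed one. The deposited p-values were compared with those of a negative binomial split of each gene's reads between libraries of one size, doubled from the smaller tail. With a dispersion of 0.04, a coefficient of variation of 0.2, this returned 400 of the 478 values within 1%. It returned 0 of 478 within 1% at a dispersion of 0.05, and 1 at 0.03.

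Gene positions were used as deposited. All 470 genes found in GENCODE release 44, on the GRCh38 build, were on the same chromosome there, 282 had the identical start and end, and 456 had a start within 5000 bases. Positions are therefore given as GRCh38 although the notes name hg19. Symbols were taken from a table of gene names, in which 470 of the 478 identifiers matched. The 8 others were counted but not named. For 130 of the matched genes the symbol was the identifier itself.

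The log2 ratio of shYTHDF3 over shControl was computed on scaled reads with a pseudocount of 0.1 added to each value, which slightly understates the differences of genes with few reads in both libraries and sets the ratio of the 120 genes with 0 reads in one library. Reads were given exact 95% Poisson intervals, ratios exact 95% intervals conditional on the summed reads, and shares exact (Clopper-Pearson) 95% binomial intervals. The intervals of reads and ratios cover counting error only, because reads from amplified libraries are not independent molecules. Those of shares of genes treat genes as independent draws, which they are not, and only describe the table. A gene with 0 reads in one library was given a bound on its ratio against a floor of 3 reads in that library. The total depth of the libraries is unknown, since the table was limited to genes with a p-value under 0.05. The reads summed over the table came to 106463 in the shYTHDF3 library and 61352 in the shControl library, which is not a depth. The median gene had 13 and 10 reads. Of the 478 genes, 266 had under 20 reads in both libraries and 73 had at least 100 in one of them.

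No test across replicates was possible. The split test and the adjustment of the deposited p-values compare these 2 libraries, not the conditions, and were used only to show how the deposited p-values depend on the assumed spread and on the number of genes tested. Before the data were examined, 26 gene lists were fixed, together with the rule for naming genes. The rule took YTHDF3, IGF1R, MMP9 and MMP2, then the 8 highest and 8 lowest log2 ratios among named genes whose higher library reached the table's median of 16.6 scaled reads. It also took the 3 most abundant genes in each direction, and up to 4 members with the largest ratios from each list with at least 2 members. Unnamed or uncharacterised loci and pseudogenes were not named outside the fixed genes and the lists. The only member of a list with 1 member was named as well. This gave 33 genes. List names were matched to current symbols through the synonyms of the RefSeq table of assembly GRCh38.p14, and a name that is a current symbol was kept for that gene. For a list with at least 5 members, the median log2 ratio was placed among 10000 random lists of the same size, matched on mean level in 10 bins and drawn from the table, as a description of these libraries.

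To find genes that share reads with copies elsewhere, the share of each gene's 50-base words that occur in the transcripts of another, non-overlapping gene was computed from GENCODE transcripts, and a gene with 50% or more was called shared. GC content was that of the longest transcript. For the comparisons of GC content and length, an interval from 2000 bootstrap draws was required to exclude the values that the explanation needs. That condition was set when the test was coded, before its result was seen, and after the prediction had been written.

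The steps were checked on simulated data, with reads drawn at the table's levels. Whole reads were recovered for 100% of 478 genes. The ratio interval covered the simulated ratio in 96.3% of 1785 draws over 357 genes. Those draws were Poisson reads at one fixed ratio, without selection by p-value. They do not check the intervals of genes selected by p-value, whose ratios tend to be too large. The split test gave a p-value under 0.05 in 4.70% of 830 unchanged draws over 166 genes. Both the draws and the test rest on an assumed spread, because none can be estimated with 1 library per group. That rate therefore does not check the assumed spread against these libraries. It also covers only 166 of the 478 genes. Of 200 unchanged lists of 12 genes, 4% lay in the top 2.5% of their random lists. These lists held random normal values in place of log2 ratios, with no reads and no selection by p-value. The check therefore does not cover the percentile of a list of genes selected by p-value. The alternatives were pseudocounts of 0.01 and 1, the deposited log2 fold change, minimums of 10 reads, stricter p-values and ratios, and averaging of repeated symbols. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used.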

Results

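Transcripts of HTR8/SVneo trophoblast cells with stable YTHDF3 knockdown were compared with those of control cells to find the genes downstream of YTHDF3, a protein that binds methylated RNA. Each group had 1 library, so no difference below has a replicate check, and "higher" and "lower" describe these 2 libraries. The 478 genes analysed were those with a p-value under 0.05 in the authors' deposited table. Scaled reads are the reads of a gene multiplied by the factor of its library. Ratios are followed by exact 95% intervals for counting error only, and shares of genes by binomial intervals that treat genes as independent, which they are not. Because the genes were selected by p-value, their ratios tend to be too large. An interval that excludes a ratio of 1 follows from that selection and adds no evidence.

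YTHDF3 itself, on chromosome 8 from 63168553 to 63212786, was lower in the shYTHDF3 library, in the direction of its label. It had 578 reads (95% Poisson interval 532 to 627) in the shYTHDF3 library and 1660 (1581 to 1742) in the shControl library. The level in the knockdown was 33.3% of that in the control (30.3 to 36.7%), a log2 ratio of -1.58. YTHDF3 was the eighth gene by p-value, with 0.000194 in the authors' deposited table, a value that rests on an assumed spread. In a split test of the reads of these 2 libraries with a dispersion of 0.16 its p-value was 0.0643, and its deposited p-value adjusted by Benjamini-Hochberg for an assumed 10000 genes was 0.242. YTHDF3 was fixed in advance to be named, so an adjustment over many genes is not an error rate for this gene alone. Only 0.124% of its 50-base words occurred in another gene. The study reported lower YTHDF3 after knockdown in this cell line, by qRT-PCR and by immunoblot. IGF1R, MMP9 and MMP2, which the study followed up, were fixed in advance to be named but were not among the 478 genes analysed here. The study reported all of them as raised after YTHDF3 knockdown by qRT-PCR, and IGF1R also by immunoblot. Because the table was limited by p-value, a missing gene does not show that its level was unchanged.

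Of the 478 genes, 275 were higher and 203 lower in the shYTHDF3 library, so that 57.5% were higher (53 to 62.0%). The median log2 ratio was 2.02 among the higher genes and -2.44 among the lower genes. These medians include 65 higher and 55 lower genes with 0 reads in one library, and with those genes at their bound the medians were 1.44 and -1.64. At a log2 ratio of at least 1 in size there were 247 higher and 198 lower genes, and at a size of at least 2 there were 142 and 131. Protein-coding genes made up 197 of the 478, and 123 of them were higher (62.4%, 55.3 to 69.2%). Of 149 long non-coding RNA genes, 89 were higher (59.7%, 51.4 to 67.7%). Of 60 processed pseudogenes, 23 were higher (38.3%, 26.1 to 51.8%), an interval that includes an even split. Of the 478 genes, 126 had under 10 reads in both libraries.

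**Figure D1:**
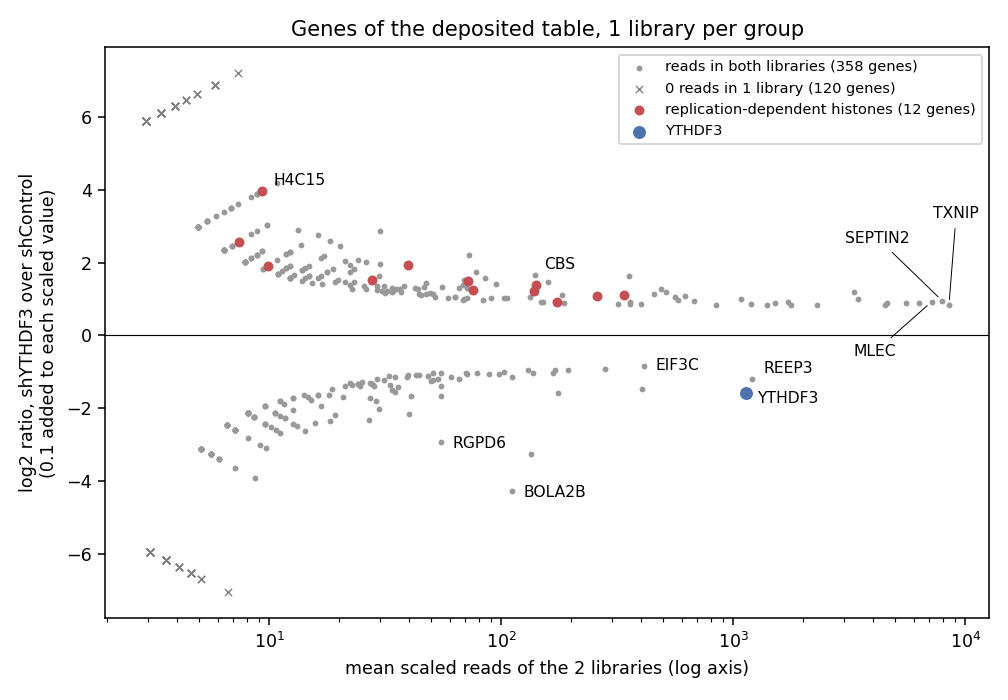
Log2 ratio of shYTHDF3 over shControl (vertical axis, 0.1 added to each scaled value) against the mean scaled reads of the 2 libraries (horizontal log axis) for the 478 genes, with crosses for the 120 genes at 0 reads in one library, red points for the 12 histone genes and a blue point for YTHDF3. The smallest ratios shrink toward the right because the table was limited by p-value, and 39 of the 48 most abundant genes lie above 0.

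The most abundant genes were mostly higher in the shYTHDF3 library. Of the 48 genes with the greatest mean level, 39 were higher (81.2%, 67.4 to 91.0%), and among the 25 most abundant, 23 were. TXNIP, a thioredoxin-binding protein that limits glucose uptake, had 11112 reads in the shYTHDF3 library and 5999 in the shControl library, a ratio of 1.77 (1.72 to 1.83). SEPTIN2, a cytoskeletal GTPase, was 1.93-fold higher (1.87 to 1.99), with 10724 and 5320 reads. MLEC, which encodes the endoplasmic reticulum lectin malectin, was 1.90-fold higher (1.83 to 1.97), with 9587 and 4834 reads. The 3 most abundant lower genes were REEP3, YTHDF3 and EIF3C. REEP3, an endoplasmic reticulum protein, was 2.30-fold lower (2.10 to 2.51), with 749 and 1646 reads. EIF3C, a subunit of a translation initiation factor, was 1.80-fold lower (1.56 to 2.08), but 45.3% of its 50-base words occurred in another gene, so that its reads are uncertain. The narrow intervals of these abundant genes cover counting error only. In the authors' deposited table the p-values were 0.0457 for TXNIP, 0.0221 for SEPTIN2, 0.0256 for MLEC, 0.00442 for REEP3 and 0.0476 for EIF3C. Those of TXNIP and EIF3C lay just under the limit of 0.05.

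Replication-dependent histone genes, which supply the nucleosomes of newly made DNA, formed the only list with at least 5 members in the table. All 12 of the 68 listed genes that were analysed were higher in the shYTHDF3 library. Their median log2 ratio was 1.43, at percentile 99.9 of random lists of 12 genes of like level from the table, whose medians centred on 0.94. Summed over the 12 genes there were 1842 reads in the shYTHDF3 library and 767 in the shControl library, a ratio of scaled reads of 2.30. H2BC5, H2AC6, H2BC8 and H2BC9 overlap the same annotated gene, ENSG00000291336. Reads from that gene cannot be told from theirs, so these members may not be separate observations. By the size of the ratio, H4C15 came first, with 18 reads against 1, a ratio of 17.2 (2.72 to 718), but 100% of its words occurred in another gene and its value is uncertain. H2BC8 had 13 reads against 2, a ratio of 6.22 (1.41 to 56.8). H2BC9 had 64 reads against 16, a ratio of 3.83 (2.19 to 7.10), and H2BC17 had 16 against 4, a ratio of 3.83 (1.24 to 15.7). The more abundant H2BC12 and H1-2 were picked after their values were seen. H2BC12 had 471 reads against 210, a ratio of 2.15 (1.82 to 2.54), with 57.2% of its words in another gene, and H1-2 had 361 against 163, a ratio of 2.12 (1.76 to 2.57).

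**Figure D2:**
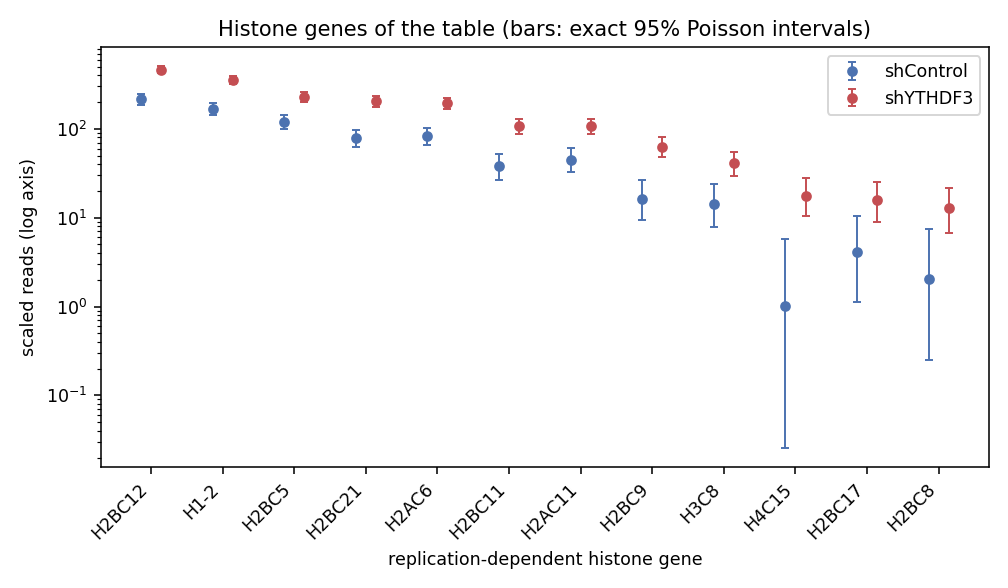
Scaled reads (vertical log axis) of the 12 histone genes in the shControl library (blue) and the shYTHDF3 library (red), with bars for exact 95% Poisson intervals of the reads. All 12 genes are higher in the shYTHDF3 library, from H2BC12 with 471 against 210 reads to H2BC8 with 13 against 2.

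Of the unfolded protein response and ATF4 targets, 2 of 43 listed genes were analysed and they went in opposite directions. CBS, an enzyme of the transsulfuration pathway, was 3.20-fold higher (2.41 to 4.28), with 217 and 65 reads and 34.1% of its words in another gene. ADM2, which encodes the peptide hormone intermedin, was 2.55-fold lower (1.39 to 4.88), with 16 and 39 reads. A further 7 lists had 1 member each in the table. YTHDF3 was the only one of 30 writers, erasers and readers of m1A and m6A. SERPINB2, a plasminogen activator inhibitor, was the only one of 50 metalloproteinase and plasminogen genes and was 2.21-fold lower (1.35 to 3.72), with 25 and 53 reads. HSPA1A, from 20 heat shock genes, was 1.86-fold higher (1.5 to 2.32), although 73.7% of its words occurred in another gene. MT1E, from 12 metallothionein genes, was 4.12-fold higher (2.04 to 9.19). FAP, from 19 stromal and smooth muscle markers, was 3.01-fold higher (1.24 to 8.34), with 22 and 7 reads. CXCL2, from 53 cytokines, chemokines and NF-kB targets, had 7 reads in the shYTHDF3 library and 0 in the shControl library, at least 2.23-fold higher against a floor of 3 reads, with an exact lower 95% limit of 1.38. NKG7, from 26 blood and immune markers, had 0 and 7 reads, at least 2.44-fold lower against the same floor, with an exact lower 95% limit of 1.51.

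For the remaining 17 of the 26 lists, 0 members were among the 478 genes. These lists were 51 IGF and insulin signalling genes, 71 collagens and other matrix genes, 38 integrin and focal adhesion genes, 27 genes of the epithelial-mesenchymal transition, 39 VEGF and angiogenesis genes, 43 HIF targets and 61 interferon-stimulated genes. They were also 42 immediate early genes, 48 cell cycle genes, 28 p53 targets, 80 cytosolic ribosomal proteins, 32 genes of cholesterol and fatty acid synthesis and 45 TGF-beta targets. The last were 49 trophoblast markers, 17 endothelial markers, 28 mitochondrially encoded transcripts and 28 housekeeping genes. Because the table was limited by p-value, this says nothing about the size of any smaller difference in those genes.

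Among the genes above the median level, BOLA2B had the lowest ratio. It lies on chromosome 16 from 30192934 to 30194306 and had 11 reads in the shYTHDF3 library and 208 in the shControl library, 19.8-fold lower (10.8 to 40.2). RGPD6, a member of the RANBP2-like family, was 7.64-fold lower (4.26 to 14.9). Both are uncertain, since 95.2% of the words of BOLA2B and 98.1% of those of RGPD6 occurred in another gene. Unnamed loci and pseudogenes are left out of this order, and the named genes that followed had few reads. NRXN3, a synaptic adhesion protein, had 4 and 24 reads and was 6.27-fold lower (2.15 to 24.9). CHRNB2, a nicotinic receptor subunit, had 4 and 19 reads, and GRIK1, a glutamate receptor subunit, had 4 and 18, with ratios of 4.96-fold lower (1.65 to 20.1) and 4.70-fold lower (1.55 to 19.1). CSGALNACT1, an enzyme of chondroitin sulfate synthesis, was 5.23-fold lower (2.14 to 15.3). The non-coding RNA genes LINC02600 and MAP9-AS1 were 6.62-fold lower (1.95 to 34.9) and 5.49-fold lower (1.85 to 22.0).

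At the other end, H4C15 came first among the loci that the rule names, with unnamed loci and pseudogenes left out. Next came ETV7, an ETS-family transcription factor, and MIR378D2HG. Both had 17 reads in the shYTHDF3 library and 1 in the shControl library, a ratio of 16.2 (2.55 to 680). MIR181A2HG, the host gene of a microRNA, was 8.61-fold higher (2.06 to 76.6), and FIBCD1-AS1 was 7.65-fold higher (2.33 to 39.7). ADGRB3-DT was 6.12-fold higher (2.37 to 20.1). ATL1, a GTPase that shapes the endoplasmic reticulum, had 35 and 6 reads and was 5.58-fold higher (2.32 to 16.2). MIR149 had 21 and 4 reads, 5.02-fold higher (1.70 to 20.1), but its locus of 89 bases lies inside GPC1, whose reads cannot be told from its own. In all, 21 of the 33 named genes overlap another annotated gene, and the use of strand in counting is not given in the sources used here, so that reads from overlapping genes cannot be separated.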

Values the study reported

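In the study's own count, the sequencing of YTHDF3-depleted trophoblast cells yielded 478 differentially expressed genes. That is the same number as the genes analysed here.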

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

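The alternatives for shared words, for the assumed spread and for the number of genes tested were chosen after seeing the data. No tested alternative turned a direction. A pseudocount cannot change which library is higher, so the counts and the share of higher genes were fixed under pseudocounts of 0.01 and 1 and under the deposited log2 fold change. The YTHDF3 log2 ratio was -1.58 in each. The 96 alternative values of the other named genes all lay within their counting intervals. For NKG7 and CXCL2, with 0 reads in one library, those intervals are open at one end and the values moved far. With pseudocounts of 0.01 and 1, the log2 ratio of NKG7 went from -6.18 to -9.49 and -3.03. That of CXCL2 went from 6.12 to 9.42 and 2.97. With a pseudocount of 1 the median log2 ratio was 1.83 for higher and -2.06 for lower genes, as low genes weigh less. With at least 10 reads in one library the medians were 1.64 and -1.98. With at least 10 reads in both, 101 genes were higher and 62 lower, with medians of 1.18 and -1.27. Fewer genes enter by construction.

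With p-values under 0.001 in the authors' deposited table, 16 genes were higher and 9 lower (64% higher), the median of the higher genes was 2.82, and 2 histone genes had a median of 2.95. At a log2 ratio of at least 2 in size, 142 genes were higher and 131 lower (52.0% higher), with medians of 3.71 and -3.26, and 2 histone genes had a median of 3.28. Without the 50 genes of which 50% or more of the words were shared and the 8 genes without a sequence, 247 genes were higher and 173 lower, and the median of the 10 remaining histone genes was 1.43.

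The number of genes with p under 0.05 depended on the assumed spread. At a dispersion of 0.16, a coefficient of variation of 0.4, 114 of the 478 genes had one in the split test, against 468 in the same test at 0.04, and YTHDF3 did not (0.0643). Separately, after Benjamini-Hochberg adjustment of the deposited p-values with 10000 genes tested, 5 genes had an adjusted p under 0.05, and YTHDF3 did not (0.242). Of the 5, BOLA2B, RGPD6, MAGED4 and FAM157B shared 50% or more of their words with another gene, and the other, ENSG00000226396, is a processed pseudogene that overlaps MICOS10 and NBL1. Adjustment over the 478 genes alone keeps all of them by construction. Centring on housekeeping genes was not run, because 0 of them were among the genes analysed. IGF1R, MMP9 and MMP2 were not among the 478 genes analysed here, so their alternatives gave no value. No paired analysis was possible because each group had 1 library. Depth limits the genes with few reads, whose ratios have wide counting intervals.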

Other observations

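The genes in this paragraph were picked after their values were seen. OLR1, a receptor for oxidised low-density lipoprotein, had 551 reads in the shYTHDF3 library and 169 in the shControl library, 3.12-fold higher (95% counting interval 2.62 to 3.73). PTGIS, prostacyclin synthase, was 2.47-fold higher (1.43 to 4.44) with 49 and 19 reads, and the prostaglandin E receptor PTGER4 was 2.72-fold higher (1.70 to 4.48) with 71 and 25 reads. PTGER1 had 11 and 2 reads, a ratio of 5.26 (1.15 to 48.9), and PTGS1 had 7 and 0, at least 2.23-fold higher against a floor of 3 reads, with an exact lower 95% limit of 1.38. The thymosin genes TMSB15B and TMSB15C went in opposite directions, with 101 and 37 reads for the former and 15 and 64 for the latter, and 16.7% and 24.4% of their words occurred in another gene.

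The tests of library scaling, of RNA without a poly(A) tail and of cells in S phase were chosen after the results they bear on were seen. The tests of shared reads, GC content and gene length were written before theirs. The knockdown itself cannot be separated from any other difference between the 2 libraries, and stays open as untested for each pattern.

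The genes with the lowest p-values included many with near-identical copies. Of the 25 genes with a p-value under 0.001 in the authors' deposited table, 9 (36.0%) shared 50% or more of their words with another gene, against 41 of the 445 others (9.21%). That share was at percentile 99.8 of random sets matched on level, which averaged 13.8%. Reads divided differently among copies may account for part of the lowest p-values, among them those of BOLA2B, RGPD6 and MAGED4. The other 16 of the 25 genes, YTHDF3 included, were below that share.

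The most abundant genes were mostly higher in the shYTHDF3 library. Higher and lower genes were compared in GC content among the 94 genes with a sequence of the 96 most abundant. A higher gene had the greater GC content with a chance of 0.497 (bootstrap interval 0.374 to 0.625). That interval excludes the 0.35 or 0.65 that a GC effect was set to need. Both sides are abundant genes selected by p-value, so an effect common to all of them would not show. The chance for gene length was 0.537 (0.402 to 0.665), within the 0.4 to 0.6 set beforehand to argue against length, but the interval reaches 0.65, so that length stays open. Outside the 48 most abundant genes, 54.9% were higher (50.04 to 59.7%). An error in the scaling of the libraries cannot be told apart from this, since it takes genes that did not differ to see one, and the table was limited by p-value.

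All 12 histone genes were higher in the shYTHDF3 library. Of the 12, 2 shared 50% or more of their words, which argues against reads from identical stretches of histone copies as the whole cause. Only exact matches of 50 bases were counted. Copies that differ at a few bases could still share reads if the mapping allowed mismatches, and that stays open. Words shared with overlapping genes were not counted. The test therefore cannot see reads from ENSG00000291336, which overlaps H2BC5, H2AC6, H2BC8 and H2BC9, and that source stays open. More RNA without a poly(A) tail in the shYTHDF3 library was tested on small RNA genes, of which 47.1% were higher (23.0 to 72.2%, 8 of 17 genes), with at most 23 reads each, so that this stays open. More cells in S phase in the shYTHDF3 library could also raise histone transcripts, but 0 cell cycle list members were in the table. The study reported increased proliferation of these cells after YTHDF3 knockdown, in an assay that does not give the share in S phase. More cells in S phase therefore stay open too.

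Of the 478 p-values in the authors' deposited table, 235 were under 0.025 (49.2%, 44.6 to 53.7%), and 48 of the 95 genes with at least 100 reads in all were (50.5%, 40.1 to 60.9%). The low end held more, with 25 under 0.001 and 5 under 0.0001, where an even spread up to 0.05 would give 9.56 and 0.956. The number of genes tested is not given in the sources used here. With 9560 unchanged genes tested and evenly spread p-values, chance alone would give 478 under 0.05. The length of the list therefore cannot be told from chance without that number.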
